A study of Astyanax mexicanus with 78 samples. Its data were reported in "Elevated DNA damage without signs of aging in the short-sleeping Mexican cavefish" (2025).

How the data were processed

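The samples were tissues of the Mexican tetra, *Astyanax mexicanus*, a fish that exists as an eyed, river-dwelling surface form and as blind, cave-adapted populations. Brain, gut, heart, liver and muscle were taken from young fish of about 1 year and aged fish of 7 to 8 years, in surface fish and in Pachón cavefish. RNA was extracted with TRIzol, messenger RNA was selected with poly-T beads, and each library was sequenced separately, so that 78 libraries in 20 groups were analysed. In 18 groups there were 4 libraries, and in 2 groups (aged cave brain and aged surface gut) there were 3.

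The deposited values are raw counts of reads per Ensembl gene, with one table per tissue. According to the study's methods, the authors mapped the reads with the splice-aware aligner STAR to an *A. mexicanus* reference assembly and took the counts from STAR with the matching Ensembl annotation. The strand setting, the treatment of reads that map to several places and any filter before deposition were not stated, so counts of near-identical gene copies and of overlapping genes are uncertain. No normalization was applied to the counts by the authors. Each table listed 19076 genes, and every column could be matched to 1 sample by its name.

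Population, tissue and age class were taken from the labels of each library. Cave heart libraries 5 to 8 carry a description that names the young class and an attribute that names the aged class, and they were grouped as aged. Cave liver replicate 4 is labelled young, while the published count table heads it with the other age class. It was kept as young, and the fits were repeated with it counted as aged.

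Total counts per library ranged from 6266669 to 20118504, with a median of 11116241.5. Intervals given for a share of counts are 95% Clopper-Pearson intervals. They cover counting error only, because the reads carry no molecular identifiers and PCR copies are not independent molecules. Libraries of one group were compared pair by pair with a chi-square of their counts over genes with at least 10 counts in the pair. The lowest chi-square per degree of freedom over 114 pairs was 4.81, so no library repeated another of its group within sampling noise and each was counted once. Pairs across groups were compared only for cave young heart replicate 1 and the liver libraries.

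All fits were made in R 4.3.3. Following the study's methods, the main test was the Wald test of DESeq2 (version 1.42.0) with its size factors, Cook distance filter and independent filtering, fitted to the young and aged libraries of one population in one tissue. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and an adjusted p that DESeq2 left empty was kept empty. The difference in aging between the populations was tested as the population by age interaction over all 4 groups of a tissue, and cave against surface was tested with age as a covariate. The quasi-likelihood test of edgeR (version 4.0.16), with TMM normalization and genes kept by filterByExpr, was run beside it throughout. PCA used the 500 most variable genes after the variance stabilizing transformation of DESeq2. Scores were compared by two-sided exact permutation tests, within age classes for population and within populations for age. The share of the variance between libraries that age explained was computed on the same 500 genes and tested by a one-sided exact permutation of the age labels.

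Genes called in one population were followed in the other on log2 CPM (TMM, prior count 2), and the share moving the same way was tested by a one-sided exact permutation of the age labels of that other population. The overlap of calls between populations was tested by a two-sided Fisher's exact test over genes with an adjusted p in both fits. Genes specific to a tissue were defined by a median of at least 100 CPM in that tissue and at least 16 times the median of each other tissue, with cave young heart replicate 1 left out of the medians. The largest change that liver RNA could give to a gene under 4-fold the heart median in every liver library was bounded from the liver-specific share of each heart group, divided by the lowest such share of a liver library.

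The fits were tested on simulated counts for the 19076 genes, drawn from the means, dispersions and library sizes of each tissue and population. In each, 200 genes were changed by 1, 2 or 4 on the log2 scale. The changed genes had an expected mean of at least 50 counts, and genes varied independently. Recovery of scarcer genes or smaller changes, and differences between fish shared by many genes, were therefore not covered. DESeq2 recovered between 48.5% (cave heart) and 95.5% (cave brain) of the changed genes over the 10 comparisons, and between 9.48% and 34.9% of its calls were unchanged genes. edgeR recovered between 20% (cave heart) and 95% (cave brain), and between 2.16% and 6.58% of its calls were unchanged genes. Among genes changed by 4 on the log2 scale, DESeq2 recovered at least 91.0%.

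The alternatives fixed before the data were examined were edgeR in place of DESeq2, TMM size factors, a filter of at least 10 counts in at least 3 libraries, no Cook distance filter, all 4 groups of a tissue in one fit, a minimum absolute log2 fold change of 1, the replicate number as a block, cave liver replicate 4 as aged, and leaving out each library in turn. For the variance share, all genes past the count filter and log2 CPM were tried, and for the followed genes, edgeR calls and genes with a mean of at least 50 normalized counts. Other splits of the libraries were counted for every model fit: all 35 for each young and aged comparison, and 100 drawn with a fixed seed for the other models.

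The files give Ensembl identifiers without symbols, and 0 of the 19076 identifiers matched the gene table at hand, which belongs to another assembly. Gene names, gene sets, gene length and GC content were therefore not used here, and gene lists fixed beforehand were not tested. The rule for named genes was the largest rise and the largest fall in a comparison among genes with an adjusted p under 0.05, a mean of at least 50 normalized counts and no overlap between young and aged libraries. Without symbols it was limited to 2 identifiers that rose and 2 that fell, and brain was chosen for them after the data had been seen.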

Results

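To ask how the transcriptome changes with age in surface fish and in Pachón cavefish, RNA was sequenced from 5 tissues of young and aged fish. The data held 78 libraries, with 15 from brain, 15 from gut and 16 each from heart, liver and muscle. Total counts ranged from 6266669 to 15015580 in brain, from 8670536 to 20118504 in gut, from 7294274 to 13256561 in heart, from 9074319 to 16648992 in liver and from 7418866 to 16151012 in muscle. Surface libraries were deeper on average in each tissue, for example 8995940 ± 2979020 (SD, n = 8) against 7753800 ± 1035090 (SD, n = 7) counts in brain. In brain, between 13557 and 14632 genes had at least 10 counts per library, and no gene took more than 1.79% of a library's counts. In liver the number of such genes was between 8305 and 11057, and the top gene took up to 43.1%.

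PCA within each tissue was used to see which factor separated the samples. In brain, PC1 held 50.55% of the variance and separated cavefish from surface fish (exact permutation p = 0.000408, the smallest the design allows; 0.00408 after Benjamini-Hochberg adjustment over 30 tests). PC2 held 12.73% and separated aged from young surface fish without overlap (exact permutation p = 0.0286, adjusted 0.107), with 0.0286 the smallest value that 4 against 4 libraries can give. Cave brains were not separated by age on PC2 (exact permutation p = 0.629). In gut, PC1 (29.32%) also separated the populations (exact permutation p = 0.000408, adjusted 0.00408), and PC2 (16.57%) differed with age in surface fish (p = 0.0286, adjusted 0.107) but not in cavefish (p = 0.857, both exact permutation). On PC1 of gut, aged and young fish differed by -13.1 score units in surface fish (exact permutation p = 0.0571, adjusted 0.156) and by -3.81 in cavefish (p = 0.0286, adjusted 0.107), compared with 42.6 between the populations. In heart, PC1 held 57.13% and followed neither population (exact permutation p = 0.425) nor age (0.314 in surface fish, and higher in cavefish). It went with the share of counts on liver-specific genes. Every heart library with a share above 1% scored -5.96 or higher on PC1, up to 123 in cave young heart replicate 1. Every other heart library had a share of at most 0.302% and scored -12.3 or lower. On PC2 of heart (12.39%) the populations differed by 20.2 score units (exact permutation p = 0.0155, adjusted 0.0931), and aged from young cavefish by -24.2 (p = 0.0571, adjusted 0.156). Without cave young heart replicate 1, PC1 of heart held 41.53%. In liver, population differed on PC2 (24.54%, exact permutation p = 0.00531, adjusted 0.0398) and less so on PC1 (27.58%, p = 0.0498, adjusted 0.156). Cave young liver replicate 4 had a score of 64.0 on PC2. Without it PC1 of liver held 31.9% and PC2 14.59%, and population was not tested on these. In muscle, PC1 held 60.81% and followed no label (exact permutation p = 0.402 for population), while PC2 (11.08%) separated the populations (p = 0.000408, adjusted 0.00408). No age difference on either component passed 0.05 after adjustment in any tissue.

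**Figure D1:**
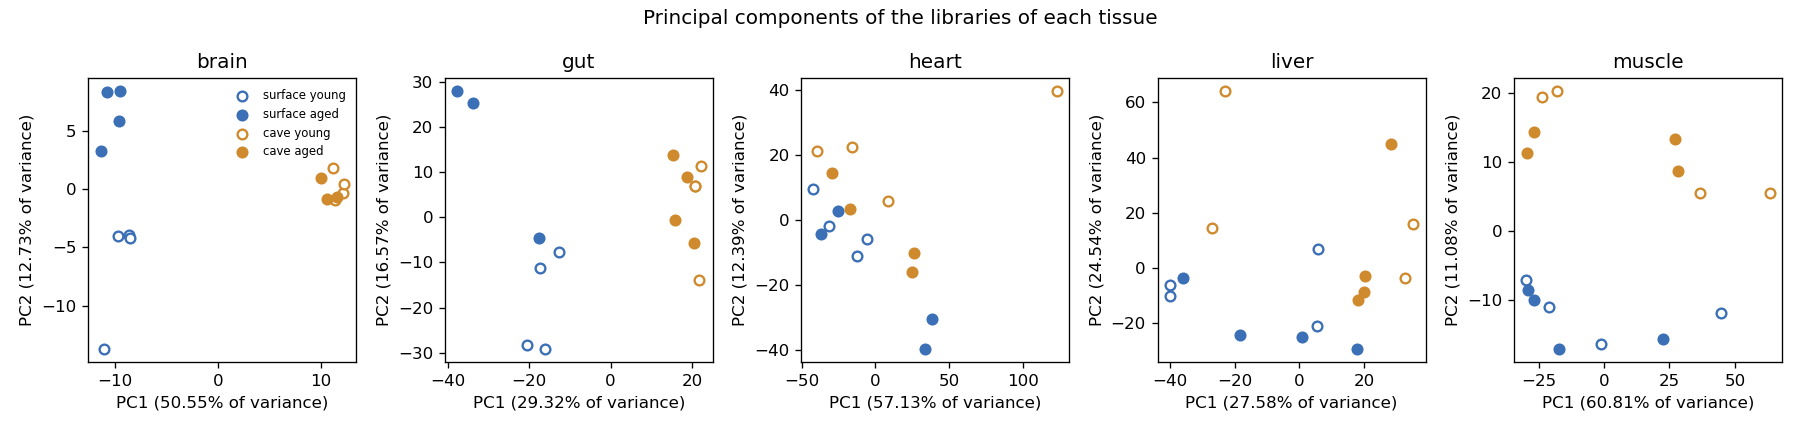
Scores of the libraries on PC1 and PC2 of each tissue (axes in score units, with each component's percent of variance in the axis label), over the 500 most variable genes. Blue points are surface fish, orange points cavefish, open points young and filled points aged fish; in brain the 4 aged surface libraries lie above the 4 young ones on PC2.

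Age explained 32.4% of the variance between surface brain libraries and 33.3% between surface gut libraries, in each case the highest share of all labelings of those libraries (exact permutation p = 0.0286; 0.0952 after adjustment over 10 tests). In cave brain the share was 25.4% (exact permutation p = 0.0286, adjusted 0.0952), and in cave gut it was 23.4% (p = 0.0571, adjusted 0.143). In the other tissues the share was within the range that other labelings gave, with 22.1% in surface liver (exact permutation p = 0.0857), 20.3% in surface heart (0.286), 17.1% in surface muscle (0.314), 18.3% in cave liver (0.314), 10.5% in cave heart (0.571) and 9.78% in cave muscle (0.429). Single libraries moved these shares more than other settings did. The share was 46.35% in surface gut without aged replicate 7 (exact permutation p = 0.0667, the smallest that 4 against 2 libraries allow). It was 32.3% in surface heart without aged replicate 6, 20% in cave heart without young replicate 1, 17.4% in cave muscle without young replicate 3 and 27.7% in cave liver without aged replicate 7. With all genes past the count filter, surface muscle reached 22.6% (exact permutation p = 0.0571). No share passed 0.05 after adjustment.

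To compare the extent of the response to aging, genes that differed between young and aged fish were counted in each tissue and population. In brain, DESeq2 called 984 genes in surface fish, of which 472 were higher and 512 lower in aged fish, and 299 in cavefish, of which 169 were higher and 130 lower. In gut it called 1402 genes in surface fish (931 higher, 471 lower) and 724 in cavefish (403 higher, 321 lower). In heart the numbers were 419 in surface fish (247 higher, 172 lower) and 24 in cavefish (21 higher, 3 lower), and in liver 611 (366 higher, 245 lower) and 219 (147 higher, 72 lower). Muscle gave 599 genes in surface fish (297 higher, 302 lower) and 97 in cavefish (69 higher, 28 lower). Summed over the 5 tissues, 4015 calls were made in surface fish and 1363 in cavefish, a ratio of 2.95 that ranged from 1.94 in gut to 17.5 in heart. The heart ratio depended on single libraries. In place of 24, the cave heart count was 102 without cave young heart replicate 1 and 276 without cave young heart replicate 2. The fit with 276 genes kept replicate 1, which had 78.7% of its counts on liver-specific genes. At an unadjusted p under 0.05 the summed numbers were 12638 and 8607, a ratio of 1.47.

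Among the tests, normalizations, filters and models applied to the summed counts, the choice of test moved them most. With edgeR's quasi-likelihood test the summed numbers were 657 in surface fish and 46 in cavefish. That test called 304 genes in surface brain and 42 in cave brain, 256 in surface gut, 20 in surface heart, 72 in surface liver, 5 in surface muscle and 4 in cave muscle. It called 0 genes in cave gut, cave heart and cave liver, where 2141, 652 and 1048 genes had an unadjusted p under 0.05. All 304 genes that edgeR called in surface brain and all 42 in cave brain were among the DESeq2 calls. The number of calls was higher in surface fish in all 5 tissues under both tests. In surface gut, 66.4% of the DESeq2 calls and 82.0% of the edgeR calls were higher in aged fish, and in surface heart 58.95% and 35%.

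Single libraries carried much of some counts. Without surface young brain replicate 4 the surface brain count was 518, and without surface aged brain replicate 5 it was 1119. The cave brain count fell to 96 without cave aged brain replicate 7 and was 393 without cave young brain replicate 2. In gut the surface count ran from 692 (without aged replicate 6) to 1830 (without aged replicate 7), and the cave count from 285 (without young replicate 3) to 1497 (without aged replicate 8). The order of the populations in gut thus depended on single libraries, since 692 was below the cave count of 724 and 1497 above the surface count of 1402. In heart the surface count ran from 212 (without young replicate 2) to 909 (without young replicate 4), and the cave count from 5 (without aged replicate 6) to 276 (without young replicate 2). In liver the ranges were 362 (without young replicate 3) to 836 (without aged replicate 8) in surface fish and 80 (without aged replicate 6) to 239 (without aged replicate 7) in cavefish. In muscle they were 229 (without aged replicate 6) to 1124 (without aged replicate 8) in surface fish and 46 (without aged replicate 6) to 142 (without young replicate 2) in cavefish.

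**Figure D2:**
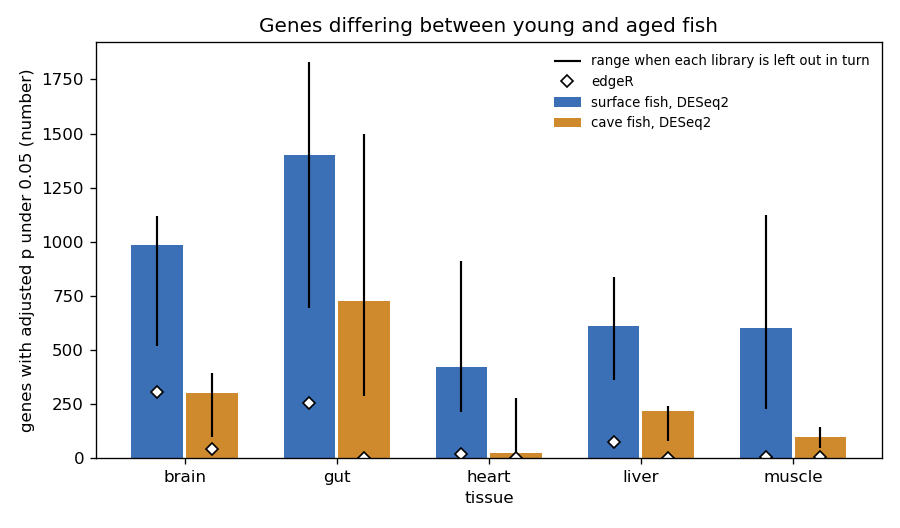
Number of genes with an adjusted p under 0.05 between young and aged fish (vertical axis) in each tissue, with bars for DESeq2 in surface fish (blue) and cavefish (orange). Black lines span the counts when each library was left out in turn and diamonds give the edgeR counts; the surface bar is the taller in each tissue, 984 against 299 in brain, and the line of cave gut reaches 1497.

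**Figure D3:**
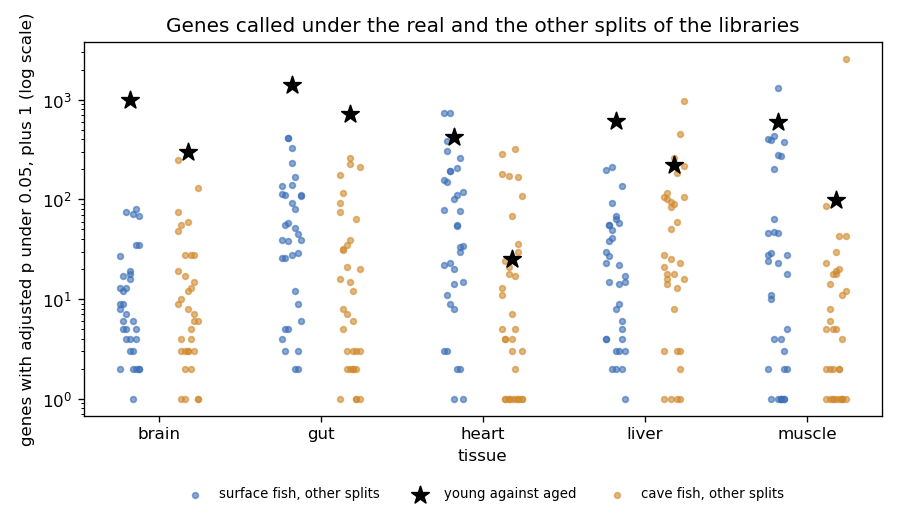
Number of genes with an adjusted p under 0.05, plus 1 (vertical axis, log scale), in each tissue, with stars for young against aged fish and points for the other splits of the same libraries (surface fish in blue, cavefish in orange). In surface brain the star stands for 984 genes and the highest point for 80, while in cave muscle the star stands for 97 and the highest point for 2547.

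Among the brain genes called in surface fish, 85.9% had no overlap between the normalized counts of young and aged libraries, against 13.2% of all 11262 genes with a mean of at least 50 normalized counts and 2.86% expected by chance for 4 against 4 libraries. In cave brain these shares were 96.3% of calls, 15.3% of 11085 genes and 5.71% by chance. The calls were chosen by an age test on these same libraries, so a high share among them was built in and lends no support. They were also not limited to a mean of at least 50. The median absolute log2 fold change of the calls was 0.72 in surface brain and 0.58 in cave brain, compared with 2.51 in surface liver.

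The largest rise in surface brain was that of ENSAMXG00000040479, with 6.57 ± 5.16 normalized counts (SD, n = 4) in young and 529 ± 165 (SD, n = 4) in aged fish. Its log2 fold change was 6.36 ± 0.58 (SE) with a DESeq2 adjusted p of 3.5e-24, and it was higher in each of the 4 aged libraries than in any young one. This gene is abundant in liver, with 7523 to 52546 raw counts in the surface liver libraries. It was also called as higher in aged surface muscle and heart (DESeq2 adjusted p 0.00442 and 0.00727, with overlap in heart). It was not called in surface gut or liver (DESeq2 adjusted p 0.68 and 0.565). The largest fall was that of ENSAMXG00000018158, from 123.5 ± 38.1 (SD, n = 4) to 5.33 ± 1.96 (SD, n = 4) normalized counts, with a log2 fold change of -4.55 ± 0.43 (SE) and a DESeq2 adjusted p of 2.67e-22. It was also called as lower in aged surface gut and liver (DESeq2 adjusted p 0.00582 and 0.0192), without overlap in both. It was not called in surface heart or muscle (DESeq2 adjusted p 0.973 and 0.452). In cave brain, ENSAMXG00000038997 rose from 32.1 ± 14.3 (SD, n = 4) to 126 ± 62.1 (SD, n = 3), with a log2 fold change of 1.97 ± 0.39 (SE) and a DESeq2 adjusted p of 0.00013. With edgeR the adjusted p of this gene was 0.0824, and under DESeq2 it ran from 1.59e-06 to 0.0482 over the fits that each left out 1 library. ENSAMXG00000031292 had 144 ± 65.5 (SD, n = 4) normalized counts in young cave brains and at most 3 raw counts in each of the 3 aged ones. Set against a floor of 3 counts it was at least 44.8-fold lower in aged cave brains, with a DESeq2 adjusted p of 2.37e-12.

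Whether a change with age differed between the populations was tested directly by the population by age interaction. DESeq2 called 663 genes in brain, 218 in gut, 227 in heart, 174 in liver and 82 in muscle. With edgeR the numbers were 232, 14, 2, 7 and 0, and in muscle 1111 genes had an unadjusted p under 0.05. Single libraries moved these counts as well, most in muscle, where the number was 31 without surface young muscle replicate 4 and 414 without surface aged muscle replicate 8. In brain it lay between 384 (without cave aged brain replicate 8) and 893 (without surface aged brain replicate 5), and in gut between 141 (without cave young gut replicate 3) and 488 (without surface aged gut replicate 7). In heart it lay between 115 (without surface aged heart replicate 7) and 541 (without cave young heart replicate 4), and in liver between 95 (without surface young liver replicate 3) and 413 (without surface aged liver replicate 8).

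Cave against surface, with age as a covariate, gave the size of the population difference. DESeq2 called 4356 genes in brain, 2056 in gut, 1473 in heart, 1085 in liver and 1044 in muscle. edgeR called 3732, 1085, 486, 401 and 430. Leaving out single libraries kept each of these DESeq2 counts within 1.5 times its value, for example from 3636 to 4352 in brain.

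Genes called in one population were then followed in the other. Of the 984 genes called in surface brain, 47.97% moved the same way in cave brain, which was no more than other labelings of the cave libraries gave (exact permutation p = 0.6; median over labelings 50.2%). In gut, 82.5% of the 1402 surface genes moved the same way in cavefish (exact permutation p = 0.0571; 0.238 after adjustment over 10 tests), with a median change of 0.48 on the log2 scale in that direction against 1.63 in surface fish. Of the 724 genes called in cave gut, 87.2% moved the same way in surface gut (exact permutation p = 0.0286, adjusted 0.238), the highest share of the 35 labelings. Shares of cave genes in surface fish were 56.2% in brain (exact permutation p = 0.257) and 62.5% in heart (0.257). They were 61.6% in liver (exact permutation p = 0.243) and 79.4% in muscle (0.0714). For surface genes followed in cavefish the shares were 72.6% in muscle (exact permutation p = 0.129), 64.6% in liver (0.271) and 39.1% in heart (0.686). The heart share was 54.6% (exact permutation p = 0.371) without cave young heart replicate 1. No share passed 0.05 after adjustment.

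Genes called in both populations numbered 32 in brain, 235 in gut, 2 in heart, 21 in liver and 18 in muscle. Calls expected by chance numbered 19.5, 72.5, 0.499, 10.8 and 3.53. The overlap exceeded chance in gut (Fisher's exact test, odds ratio 5.08, p = 8.98e-67), in muscle (6.46, p = 8.43e-09), in liver (2.1, p = 0.00364) and in brain (1.75, p = 0.00587), but not in heart (4.36, p = 0.0879), and the first 4 of these also passed 0.05 after adjustment over 5 tests. Genes were treated as independent in this test, which they are not. The direction was the same for 229 of the 235 shared genes in gut, 27 of 32 in brain, 21 of 21 in liver and 17 of 18 in muscle. With edgeR, 1 gene was called in both populations in brain, 1 in muscle and 0 in the other tissues, where at least one of the populations had few or no calls.

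Across tissues, 122 genes were called with age in 3 or more tissues of surface fish, 112 of them in the same direction throughout, and 3 genes in cavefish. edgeR gave 8 and 0 such genes.

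One library stood apart from its label. Cave young heart replicate 1 had a rank correlation of 0.947 with the median liver profile and 0.785 with the median heart profile, and it was the only library of the 78 whose nearest tissue was not the labelled one. Genes specific to liver took 78.7% of its counts (95% Clopper-Pearson interval 78.69% to 78.73%), compared with 33.9% to 78.6% in the liver libraries and 0.0438% to 16.4% in the other heart libraries. The 33 genes specific to heart took 0.00191% of its counts (95% interval 0.00167% to 0.00217%), compared with 5.99% to 17.5% in the other heart libraries. Among the other heart libraries the liver-specific share was above 1% in 6 of 15. It was 1.84% in surface young replicate 4, and 5.03% and 16.4% in surface aged replicates 7 and 8. In cavefish it was 5.23% in young replicate 2, and 7.80% and 11.4% in aged replicates 6 and 7. Without cave young heart replicate 1, DESeq2 called 102 aging genes in cave heart in place of 24.

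**Figure D4:**
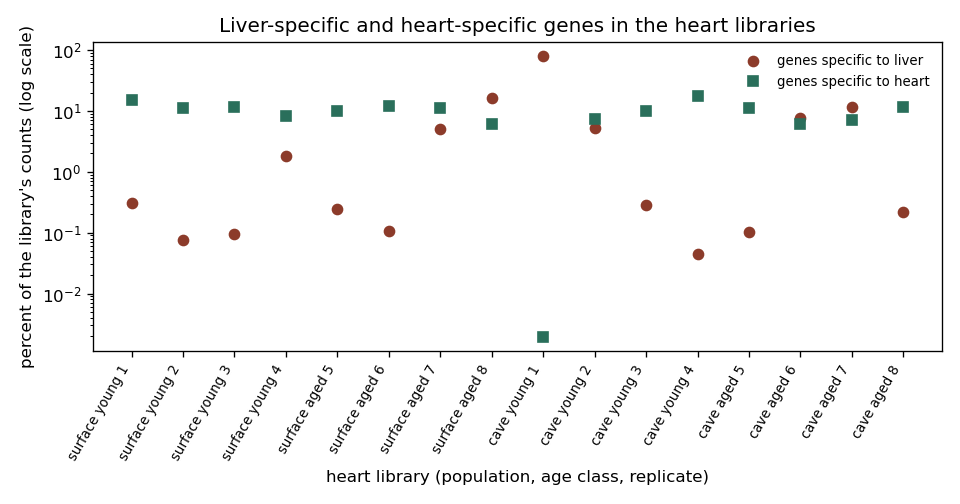
Percent of each heart library's counts (vertical axis, log scale) on genes specific to liver (circles) and genes specific to heart (squares), for the 16 heart libraries by population, age class and replicate. Cave young heart replicate 1 has 78.7% of its counts on liver-specific genes and 0.00191% on heart-specific genes.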

Values the study reported

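The study reported that population separated the brain samples along the first principal component, which held 51% of the variance. In brain it counted 5 genes with significant changes in both populations.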

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

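The tests of single libraries and of genes abundant in liver were chosen after these results had been seen, and the counts over other groupings of the libraries were chosen before.

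In 5 groups of 4 libraries, 1 library lay far from the other 3 in its rank correlation with the median profile of its own tissue. Over all 78 groups and measures tested this way, 3.9 far libraries are expected by chance. The other measures were total counts, detected genes, the share of the top gene and normalized counts of the named genes. All 5 cases fell on the rank correlation, which was tested in 18 groups, so fewer than 3.9 are expected for it alone. In 3 of the groups the distant library was the one most like its tissue: cave aged gut replicate 7 at 0.972 (others 0.962 to 0.963), surface young heart replicate 2 at 0.960 (others 0.945 to 0.947) and surface aged liver replicate 8 at 0.939 (others 0.926 to 0.928). No explanation was tested for these 3, and none of them was far in absolute terms.

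Cave young heart replicate 1 had a rank correlation of 0.785 with the heart profile, compared with 0.938 to 0.956 in the other 3 libraries of its group. The median level of the 33 heart-specific genes, relative to the heart median, was 0 in this library. Of these genes, 2 lay above their level in every liver library, which argues against a heart library with liver RNA mixed in. Against the 16 liver libraries the lowest chi-square per degree of freedom was 27.23, with cave young liver replicate 1. This argues against any of them entered unchanged under both labels. The value was still lower than between any 2 liver libraries of one group, where the lowest was 51.39 (cave young liver replicates 1 and 2). What stays open is that liver RNA may have been sequenced under a heart label, and the values this needs were present. No biological explanation was tested.

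Cave young muscle replicate 2 had a rank correlation of 0.899 with the muscle profile, compared with 0.947 to 0.955 in the other 3 libraries of its group. Its total of 11519217 counts was the highest of its group and lay within the totals of the other cave muscle libraries (7418866 to 11745458), which argues against depth. Of 4 sets of genes specific to another sampled tissue, 1 (brain) took a larger share of its counts than in every other muscle library, 0.560% against at most 0.285%. Its deviations from its group correlated at 0.852 with those of surface young muscle replicate 2, so part of its pattern was not its own alone. These values do not tell RNA of another sampled tissue mixed in from a difference in the tissue itself.

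The change with age differed between the populations by the interaction test in each tissue, for 663 genes in brain, 218 in gut, 227 in heart, 174 in liver and 82 in muscle. Among 100 groupings of the libraries, the real one included, 1 gave as many genes in brain and 4 did in gut, which argues against an arbitrary grouping of the libraries in these tissues. As many genes were given by 15 of 100 groupings in heart, 6 in liver and 10 in muscle, so that the counts of these 3 tissues may come from the spread between single libraries. In heart, 58 of the 227 genes lay at least 4-fold higher in liver than in heart, and all 58 had a negative interaction. The other 169 genes decide nothing about liver RNA, because heart genes missing from cave young heart replicate 1 would be among them. Without that library 216 genes had an interaction, and 157 of them were under 4-fold the heart median in every liver library. Of these, 151 changed by more than 1.03 on the log2 scale, the most that the liver-specific share of the remaining heart libraries could give, which argues against liver RNA as the source of these 151. Whether the interaction in brain and gut came from aging or from other differences between the sampled fish was not tested, since each age class of a population is a separate set of fish.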

How the results depend on the processing

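The alternatives for the genes called in both populations, for the genes called in 3 or more tissues, for the heart share without 1 library and for the percent of variance on PC1 were chosen after seeing the data. Gene list tests were not run, and for edgeR calls in sets of fewer than 10 genes no same-direction share was computed.

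More genes were called with age in surface fish than in cavefish in all 5 tissues under DESeq2 and the 6 alternatives of test, normalization, filter and model. In gut this order did not hold in 2 of the fits that left out 1 library: 692 surface genes without surface aged gut replicate 6 against 724 in cavefish, and 1497 cave genes without cave aged gut replicate 8 against 1402 in surface fish. The summed counts of 4015 and 1363 were 3978 and 1352 with TMM size factors, 4080 and 1403 with the count filter, and 4134 and 1472 without the Cook distance filter. With edgeR they were 657 and 46. With an absolute log2 fold change of at least 1 they were 3152 and 862, and with all 4 groups of a tissue in one fit 5524 and 806.

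With edgeR, aging genes in surface fish numbered 304 in brain, 256 in gut, 20 in heart, 72 in liver and 5 in muscle. In cavefish they numbered 42 in brain, 4 in muscle and 0 in gut, heart and liver, where 2141, 652 and 1048 genes had an unadjusted p under 0.05. Interaction genes numbered 232 in brain, 14 in gut, 2 in heart, 7 in liver and 0 in muscle (1111 at an unadjusted p under 0.05), and cave against surface gave 1085 genes in gut, 486 in heart, 401 in liver and 430 in muscle. Genes called in both populations numbered 1 in brain, 1 in muscle and 0 in gut, heart and liver, and genes called in 3 or more tissues 8 in surface fish and 0 in cavefish. The log2 fold change of ENSAMXG00000038997 was 1.96 and no longer past the threshold. On simulated counts edgeR also recovered fewer of the changed genes than DESeq2 in each of the 10 comparisons, with fewer false calls.

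In one fit of all 4 groups, aging genes numbered 1636 in surface brain, 142 in cave brain, 2190 in surface gut, 389 in cave gut, 211 in surface heart, 82 in cave heart and 123 in cave liver. With an absolute log2 fold change of at least 1 they numbered 306 in surface brain and 44 in cave brain. Cave heart gave 99 genes without the Cook distance filter, and cave liver 109 with replicate 4 counted as aged. The cause of these changes was not tested.

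The correlation of deviations between surface and cave libraries of the same number was above 0.1 in 0 of 7 pairs in brain, 3 of 7 in gut, 3 of 8 in heart, 4 of 8 in liver and 3 of 8 in muscle. It ran from -0.492 to 0.852 in muscle, and its median over pairs was between -0.0501 (gut) and 0.0537 (brain), so the numbers were not used to pair the populations. With the replicate number as a block, interaction genes numbered 554 in brain, 137 in gut, 193 in heart, 319 in liver and 244 in muscle, and cave against surface genes 3164, 1566, 1392, 926 and 1258. The cause was not tested.

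The age share of variance in cave brain was 22.8% on log2 CPM (exact permutation p = 0.0571). Over all genes past the count filter it was 25.07% in cave gut and 24.91% in surface liver (exact permutation p = 0.0286 for both). The cause was not tested. With 1 library left out, the exact permutation p could not go below 0.0667 in cave brain and surface gut, which says nothing about their stability.

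Over the fits that each left out 1 library, aging genes ranged from 518 to 1119 in surface brain, 96 to 393 in cave brain, 692 to 1830 in surface gut, 285 to 1497 in cave gut, 212 to 909 in surface heart and 5 to 276 in cave heart. They ranged from 362 to 836 in surface liver, 80 to 239 in cave liver, 229 to 1124 in surface muscle and 46 to 142 in cave muscle. Interaction genes ranged from 384 to 893 in brain, 141 to 488 in gut, 115 to 541 in heart, 95 to 413 in liver and 31 to 414 in muscle. The age share in cave gut ranged from 23.7% to 28.9%, with an exact permutation p of 0.0286 without cave aged gut replicate 8. The share of surface heart genes moving the same way in cavefish went from 39.1% to 54.65% without cave young heart replicate 1, on the other side of 50%. The libraries at each end of a range are named with the counts of aging and interaction genes above. Cave against surface counts stayed within 1.5 times their value in every such fit.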

Other observations

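The tests on cave young heart replicate 1 as the source of the population difference, on brain, gut and liver alone, and on liver RNA in heart libraries were chosen after the results had been seen.

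In brain, the study's count of genes changed in both populations is quoted above. The count here was 32. That is higher than the value quoted from the study above.

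The counts of aging genes were set against the 35 splits of the same libraries into groups of the same sizes, the real one included. In surface brain, cave brain, surface gut, cave gut and surface liver, 1 of the 35 splits gave as many genes, the real one. As many were given by 3 of 35 splits in surface heart, 10 in cave heart, 5 in cave liver, 2 in surface muscle and 2 in cave muscle. For the sum over the 5 tissues, 1 split gave as many in surface fish and 2 in cavefish, where another split gave 3861 genes. For genes called in 3 or more tissues the numbers were 1 and 2, and in surface fish no other split gave more than 9 such genes. For cave against surface, 1 of 100 drawn groupings gave as many genes in each of the 5 tissues.

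More genes changed with age in surface fish than in cavefish. Sequencing depth was tested by thinning the surface libraries, after which surface fish still had more genes in 5 of 5 tissues. The only library unlike its label was not the whole source in heart. Without cave young heart replicate 1 cavefish had 102 genes in place of 24, against 419 in surface fish. Without cave young heart replicate 2 they had 276, in a fit that kept cave young heart replicate 1. Liver-specific genes took 78.7% of the counts of that kept library, and the 276 genes were not tested for liver RNA. With 1 surface library left out, surface heart had 212 to 909 genes, always above 102 but not always above 276. These values argue against depth and against cave young heart replicate 1 as the whole source. That library may account for part of the heart difference. A few genes taking most of the counts were tested by leaving out the 20 most abundant genes, with more surface genes in 5 of 5 tissues, but the counts hardly moved and this decides nothing. In brain, the 20 most abundant genes took at most 7.43% of a library's counts, which argues against this explanation there. In the other 4 tissues it stays open. Fish of one population splitting more under any labels may add to the difference in gut and heart. The median count over the other splits was higher in surface fish in 3 of 5 tissues. It was 41 against 9 in gut, 43 against 4 in heart and 19.5 against 4 in muscle. The highest count over them was also higher in surface gut (417 against 258) and heart (738 against 322). In muscle it was higher in cavefish (2547 against 1301), so muscle is not decided. In cavefish, numbers 1, 2, 7 and 8 against the rest gave 2547 muscle and 974 liver genes, above 97 and 219 for age. Whether this split lowered the cave counts was not tested. In brain the median over the other splits was 6.5 in both populations. In liver it was 15 in surface fish against 23 in cavefish. These medians argue against more splitting of surface fish in brain and liver.

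Cave genes moving the same way below the threshold would also give fewer cave calls. In brain 47.97% of the surface genes moved the same way in cavefish, which argues against this. In gut the median change of the surface genes in cavefish was 0.48 on the log2 scale (exact permutation p = 0.0286), so that part of the gut difference may be a smaller change in cavefish. The same-direction share passed 0.05 under permutation in 0 of 5 tissues, and in heart, liver and muscle a smaller change and no change cannot be told apart with these numbers of libraries.

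Libraries with the same number in different tissues of one age class and population mostly deviated from their group together. Among 322 pairs of genes and tissues in which a gene was on in some libraries and off in others, 81.06% had the same numbers on in both tissues, compared with a median of 22.67% under permuted numbers (permutation p = 1e-05, the smallest that 100000 resamples give). The mean correlation of deviations of same-numbered libraries was 0.2289 among genes of high counts, which argues against shared depth. Matches exceeded the mean under other numbers in 28 of 32 tissue pairs. In young cavefish they did not for heart with brain (0 of 2), gut (1 of 6) and muscle (2 of 9). They did for heart with liver (12 of 18), and brain with liver had 0 such genes. The mean correlation was negative for brain with liver in young cavefish (-0.0869) and for gut with heart in aged cavefish (-0.0176). The numbers may therefore mark the same fish in most tissues, so that counts of the 5 tissues are not independent. For cave young heart this stays open.

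The largest brain changes were followed in the other tissues of the same population. Among surface brain genes with an absolute log2 change of at least 2, 57.1% of 317 gene and tissue pairs differed the same way by 1 or more, compared with 15.94% for brain genes that changed by under 1. Differences of that size in the opposite direction were found for 7.89% and 3.47% of the pairs. Without a minimum size, 80.4% and 67.4% of the pairs moved the same way. In cavefish 20.83% and 13.64% of the pairs differed the same way by 1 or more and 25% and 6.33% the opposite way, with 10 genes in the first set, and 45.8% and 57.2% moved the same way at any size. For surface fish, a candidate explanation is a difference between the sampled fish, such as their family, carried by every tissue. Aging shared by the tissues stays open, as the age classes are separate sets of fish.

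For the rise of ENSAMXG00000040479 in surface brain, liver RNA in the aged brain libraries was tested with the other 123 liver-specific genes. Their median level in aged surface brain was 0.0953% of their liver level, against 0.108% in young fish, while the gene itself stood at 3.51%, which argues against liver RNA.

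In surface heart, 82 of the 419 aging genes (19.6%) lay at least 4-fold higher in liver than in heart, compared with 4.69% of the genes tested (Fisher's exact test p = 2.81e-29). Of these, 80 rose with age, and liver RNA in the heart libraries may be their source. Of the other 337 called genes, 253 were under 4-fold the heart median in every liver library, and all 253 changed by more than 0.59 on the log2 scale, the most that the liver-specific share of these libraries could give. This argues against liver RNA as the whole source of the surface heart count.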
